# Hippocampal Gene Expression Analysis Highlights *Ly6a/Sca-1* as Candidate Gene for Previously Mapped Novelty Induced Behaviors in Mice

**DOI:** 10.1371/journal.pone.0020716

**Published:** 2011-06-06

**Authors:** Simone de Jong, Martien J. H. Kas, Jeffrey Kiernan, Annetrude G. de Mooij-van Malsen, Hugo Oppelaar, Esther Janson, Igor Vukobradovic, Charles R. Farber, William L. Stanford, Roel A. Ophoff

## Abstract

In this study, we show that the covariance between behavior and gene expression in the brain can help further unravel the determinants of neurobehavioral traits. Previously, a QTL for novelty induced motor activity levels was identified on murine chromosome 15 using consomic strains. With the goal of narrowing down the linked region and possibly identifying the gene underlying the quantitative trait, gene expression data from this F_2_-population was collected and used for expression QTL analysis. While genetic variation in these mice was limited to chromosome 15, eQTL analysis of gene expression showed strong *cis*-effects as well as *trans*-effects elsewhere in the genome. Using weighted gene co-expression network analysis, we were able to identify modules of co-expressed genes related to novelty induced motor activity levels. In eQTL analyses, the expression of *Ly6a* (a.k.a. *Sca-1*) was found to be *cis*-regulated by chromosome 15. *Ly6a* also surfaced in a group of genes resulting from the network analysis that was correlated with behavior. Behavioral analysis of *Ly6a* knock-out mice revealed reduced novelty induced motor activity levels when compared to wild type controls, confirming functional importance of *Ly6a* in this behavior, possibly through regulating other genes in a pathway. This study shows that gene expression profiling can be used to narrow down a previously identified behavioral QTL in mice, providing support for *Ly6a* as a candidate gene for functional involvement in novelty responsiveness.

## Introduction

With a prevalence of 10–20% worldwide, mood disorders affect a substantial number of people and finding the genetic risk factors will aid in prevention and treatment [1]. The heritability estimates for mood disorders range from 43% for panic disorder to 28% for anxiety disorder, indicating a genetic component to these disorders [2]. In animal research, behavior and novelty responsiveness are considered to be an important endophenotype in anxiety research [3], [4]. These behaviors are used to model different symptoms of mood disorders in mice, mainly fear, fatigue or loss of energy, and avoidance. These symptoms can be diminished when administering anxiolytic drugs [5], [6], [7]. Exploration behavior has been found to also be significantly heritable in mice [8].

Previously, a panel of mouse chromosome substitution strains (CSS) derived from host C57BL/6J and donor A/J mice [9], [10] was screened in several behavioral tests, including exposure to an open field arena and an automated home cage environment [3]. Subsequent fine-mapping in an F_2_-population revealed quantitative trait loci (QTL) for several novelty induced motor activity parameters on chromosome 15 [11]. The QTL region at mouse chromosome 15 has been implicated in these exploration behaviors before [12], [13].

The current study aims to explore the usefulness of genome-wide gene expression profiles for narrowing down quantitative trait loci (QTL) for behavioral parameters in mouse. Whole genome expression arrays were performed on hippocampal brain tissue of the same chromosome 15 F_2_ mouse population that was previously used for genetic mapping [11]. Because novelty induced locomotor activity is thought to reflect an endophenotpye for anxiety, the hippocampus was selected because of its role in emotion and cognition [14] and locomotor behavior in rodent species [15], [16].

Expression QTL (eQTL) analysis identified a number of *cis*- and *trans*-effects related to genetic variation at chromosome 15. In addition, we applied a weighted gene co-expression analysis (WGCNA) to discover networks of interconnected genes that are related to novelty induced motor activity levels [17], [18], [19], [20], [21]. Results from both the eQTL and network analysis indicated that genetic variation on chromosome 15 has genome-wide effects on expression. We also found that gene expression networks can be related to novelty induced motor activity parameters and can be used as tool in behavioral research. Most importantly, overlap between results from these methods revealed one gene, *Ly6a*, which we subsequently found to have a functional effect in gene knock-out mice. This study shows that gene expression data can be used to reveal relations between genomic variation, gene expression information, and behavioral parameters.

## Results

### Data preprocessing

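*Ly6a*, *Ly6e*, *Card10* and the other chromosome 15 genes of this study were measured in hippocampal RNA of 37 CSS15F2 mice, with 1 Illumina MouseRef-8 V1.1 array per mouse and no pooling of RNA across mice. *Ly6a* was detected on all 37 arrays, with a mean log2 expression of 9.53 ± 1.01 (SD, n = 37 mice). Neither the genotype nor the behavior of a single mouse was used here, so the mice form 1 group and their spread is the only replicate error. The arrays lay on 13 BeadChips with 1 to 6 arrays each, in a set of 26 arrays and a set of 11 arrays by the numbering of the chips. The deposited signals were background corrected by the authors in BeadStudio 3.2.3, and 30.8% of them were negative. For the values given beside the results, the background of each array was estimated again from the detection *p*-values of its probes (limma, function nec, offset 16), followed by quantile normalization and log2 transformation. Between 5281 and 10724 probes were detected per array (median 8704), and the median signal per array ranged from 4.9 to 22.1. Pearson's *r* between the values of any pair of arrays lay between 0.800 and 0.992 (median 0.947).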

After quality control, expression arrays were background corrected, transformed and normalized according to the Lumi procedure [22]. Genes were then filtered based on detection values generated by Beadstudio©. We set the detection *p*-value at 0.01, leaving 13,450 of the 24,620 features on the microarrays for analysis. 

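Of the 19 chromosome 15 probes with an eQTL, 15 were detected on at least 19 of the 37 arrays, *Ly6a*, *Ly6e*, *Card10* and *Tomm22* among them. *Atf4* and *Zfp706* were detected on 9 arrays each, and *2210021J22Rik* and *Dbx2* on 11 arrays each. Of the eQTL probes for genes on other chromosomes, 101 were detected on at least 19 arrays, 80 on all 37 and all on at least 1. Of the probes of Table S2, 1311 were detected on at least 19 arrays, 874 on all 37 and all on at least 1. On the whole array 8541 probes had a detection *p*-value under 0.01 on at least 19 arrays, the setting used for the tests across probes. On at least 1 array 13450 probes were detected, and on all 37 arrays 4584 probes. Probes of Tables S1 and S2 stayed in the tests about them whether or not they passed.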

Figure 1 shows a diagram illustrating the approach of this study.

**Figure 1:**
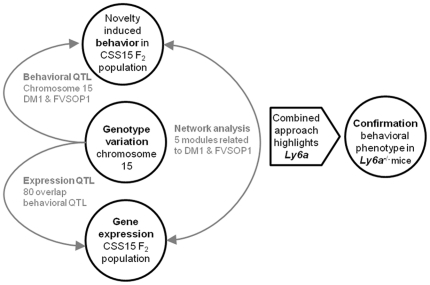
Overview of data analysis steps. This diagram shows the approach that was undertaken in this study in order to use gene expression data for fine mapping a behavioral QTL.

### Behavioral QTL regions

Behavior has been recorded in an automated home cage system, described before [11]. In short, the home cage environment is equipped with a home base shelter, a drinking spout, and two feeding platforms. On one feeding platform the mouse is exposed to the environment while the other platform allows sheltered feeding. The top unit contains an infrared camera and infrared light-emitting diode lights allowing continuous recording independent of lighting conditions in the test room.

Behavioral analysis was previously performed on 57 female CSS15F_2_ mice. A sex-specific effect of the A/J chromosome on the phenotypes of interest was observed and the behaviors were mapped for females only. In this study, a region for avoidance behavior parameters was mapped to chromosome 15 [11]. Since only one chromosome, i.e. chromosome 15, was interrogated, significance for the behavioral QTLs in a chromosome substitution strain was set at logarithm of odds (LOD)≥1.5 with a support interval of –LOD1 [11], [23]. The – LOD1 support interval of the parameter DM1 (distance moved on day 1) is 66,864,125 bp–98,864,125 bp, with the peak marker (rs13482668) at position 80,750,829 bp (mouse genome build 36.1) with a LOD score of 1.61. The interval for FVSOP1 (frequency of visiting exposed platform on day 1) is 76,492,248 bp–99,864,125 bp, peaking at the same marker with a maximum LOD score of 2.18. Plots are shown in Figure 2. The behavioral parameters are significantly correlated (*r* = 0.75, *p* = 9.2e-12).

**Figure 2:**
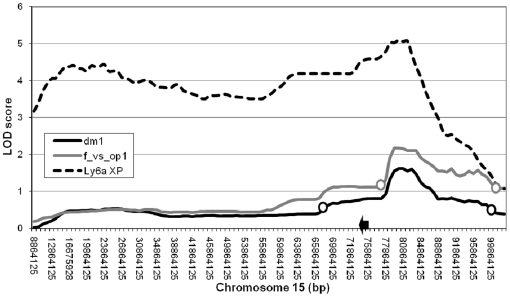
LOD scores of behavioral and expression QTLs. Plots of LOD scores across chromosome 15 (where markers available) are given for DM1 (distance moved on day 1) and FVSOP1 (frequency of visits to exposed platform on day 1), generated using a chromosome substitution strain F_2_-population. Open circles indicate the –LOD 1 support interval. In addition, the expression QTL is plotted for *Ly6a*, the only gene appearing in the results of both expression analyses. The black arrow indicates its location (74,825,308 bp).

### Expression QTL analysis

For expression QTL (eQTL) analysis, gene expression values are taken as phenotypes for genetic mapping. They were tested for association with genetic markers on chromosome 15, the only region variable between individual animals in our experiment. 1,000 random permutations resulted in a significance level of LOD≥3.22 for an estimated false discovery rate of 1%. This generated 136 significant eQTLs, of which 19 (14%) were located on chromosome 15. 

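The 19 chromosome 15 probes, with *Ly6a*, *Tomm22* and *Mgat3* among them, varied more between the 37 mice by their SD than other probes of like expression. Their median SD was 0.54 on the log2 scale, against a median of 0.40 for 10000 random lists matched on mean expression (one-sided p = 0.0032). The difference did not pass with the median absolute deviation in place of the SD (0.41 against 0.37, p = 0.16) or without quantile normalization (0.71 against 0.65, p = 0.16). The eQTL probes for genes elsewhere did not vary more, with a median SD of 0.33 against 0.41 for random lists (one-sided p = 1), or 0.69 against 0.68 without quantile normalization (p = 0.32). *Tomm22* had the largest SD of the 19 (8.52 ± 1.95, SD, n = 37 mice), followed by *Ly6a*, whose SD exceeded that of 97.5% of the detected probes. *Mgat3* had a mean of 8.27 ± 0.81 (SD), *Maf1* of 11.63 ± 0.19 (SD). LOD scores were not recomputed, since genotypes were not used here. The paper's LOD scores had a median of 4.53 over the 19 chromosome 15 probes and of 3.52 over those of other chromosomes.

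**Figure D1:**
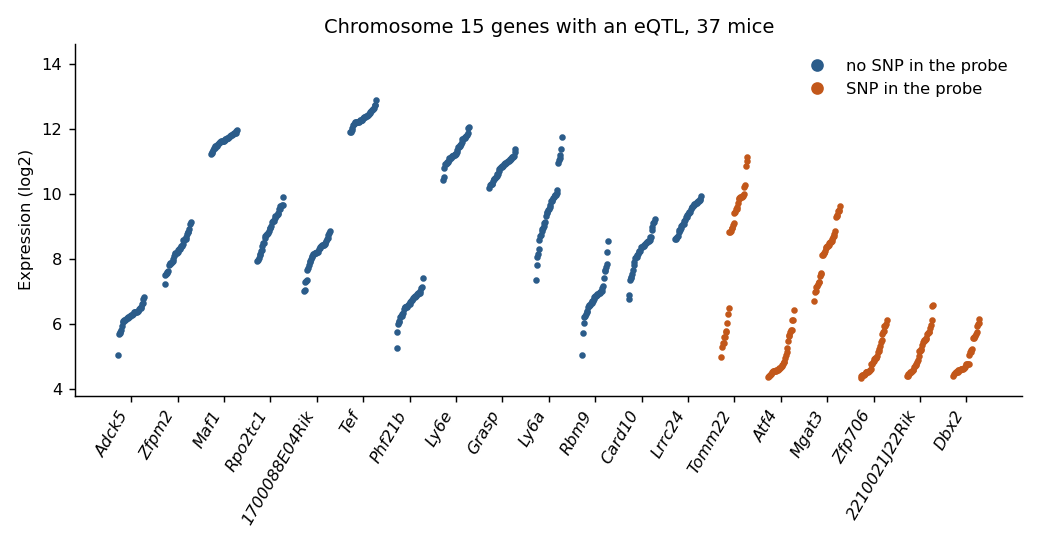
Log2 expression of each of the 19 chromosome 15 eQTL genes, with 1 point per mouse (37 mice) and probes that hold a SNP in orange. *Tomm22* ranges from 4.97 to 11.12 and *Ly6a* from 7.34 to 11.75.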

Of the top 10 probes (LOD≥4.93), 9 were located on chromosome 15. 

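*Card10*, *Lrrc24*, *1700088E04Rik*, *Ly6a* and *Phf21b*, the genes of these top probes whose probe holds no SNP, were detected on 32 to 37 of the 37 arrays. *Card10* had a mean log2 expression of 8.23 ± 0.57 (SD, n = 37 mice) and a range from 6.78 to 9.23. *Lrrc24* had a mean of 9.31 ± 0.40 (SD) and *1700088E04Rik* of 8.13 ± 0.47 (SD). *Phf21b* had a mean of 6.59 ± 0.42 (SD). The values of none of these 5 genes fell into separate groups of mice by a Gaussian mixture.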

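*Tomm22* expression fell into separate groups of mice, 11 mice between 4.97 and 6.49 and 26 mice between 8.82 and 11.12 on the log2 scale. By the same rule *Atf4* fell into groups of 24 mice (4.38 to 4.84) and 13 mice (4.95 to 6.43). *Dbx2* fell into groups of 22 mice (4.39 to 4.78) and 15 mice (5.04 to 6.17). *Atf4* was detected on only 9 arrays and *Dbx2* on 11, so their lower groups lie near the background. Their groups cannot be read like those of *Tomm22*, which was detected on 36 arrays. *Mgat3* (SD 0.81), *Zfp706* (SD 0.54) and *2210021J22Rik* (SD 0.61) did not. A probe was called grouped where a mixture of 2 or 3 normal distributions improved the Bayesian information criterion by more than 10 over 1 distribution. The probes of these 6 genes are marked in Table S1 as holding a SNP. The 13 chromosome 15 probes without that mark had a median SD of 0.42, which did not exceed that of random lists of like expression (0.39, one-sided p = 0.34). None of the 13 fell into separate groups.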

Multiple significant probes targeting genes on chromosome 15 were found to contain a SNP in the probe sequence (6 probes, of which 4 in top-10 results) and are likely to represent an artifact; these were removed from further analyses [24].

To identify possible candidate genes for the behaviors of interest, we looked at overlap between eQTLs and the region associated to behavior. 53 eQTLs (of which 10 target genes located on chromosome 15) overlap with both behavioral QTLs, while 27 more eQTLs (of which 3 target genes located on chromosome 15) only overlap with the broader peak of DM1. A list of significant eQTLs on chromosome 15 and their overlap with the behavioral QTL is given in Table 1. To confirm actual expression differences (*p*<0.01) between the parental strains A/J and C57BL/6J, we consulted another gene expression dataset that was available [24] *Card10* and *1700088E04Rik* are over-expressed in A/J compared to C57BL/6J. *Ly6a*, *Ly6e* and *Sub1* have lower gene expression levels in A/J than in C57BL/6J. Values for all the significant genes in the eQTL analysis can be found in Table S1.

**Table 1:** Genes on chromosome 15 resulting from eQTL analysis.

Illumina Probe ID	Max LOD score	Peak	Gene Symbol	Chr	Gene position (bp)	Accession	Overlap behavioral QTLs	Gene in QTL
1240142*	22.98	77864125	*Tomm22*	15	79501311	NM_199200.1	*	*
2260593*	12.33	79864125	*Mgat3*	15	80004151	NM_024177.2	*	*
3940324*	8.47	59864125	*Zfp706*	15	36930384	NM_028035.2	*	*
6520204	7.67	72864125	*Card10*	15	78605570	NM_172946.1	dm1	dm1/fvsop1
6650193	7.06	61864125	*Lrrc24*	15	76545706	NM_016905.1	dm1/fvsop1	dm1/fvsop1
5550400*	6.13	76338361	*2210021J22Rik*	15	85637419	NM_007554.1	*	*
1050288	5.4	85864125	*1700088E04Rik*	15	78965086	NM_013842.2	dm1/fvsop1	dm1/fvsop1
**6110605**	**5.1**	**80750829**	***Ly6a***	**15**	**74825308**	**NM_011631.1**	**dm1/fvsop1**	**dm1**
4780551	4.93	90251251	*Phf21b*	15	84615814	NM_009755.2	dm1/fvsop1	dm1/fvsop1
5050538	4.53	76338361	*Ly6e*	15	74786092	NM_133184.1	dm1/fvsop1	dm1/fvsop1
610546*	4.49	98864125	*Dbx2*	15	95453994	NM_172609.2	*	*
780463	4.48	55098638	*Sub1*	15	11913732	NM_010629.1	dm1	
5910735	4.07	95864125	*Grasp*	15	101054638	NM_017376.2	dm1/fvsop1	
1740195*	3.89	58864125	*Atf4*	15	80085929	NM_008612.1	*	*
460072	3.67	55098638	*Zfpm2*	15	40486588	NM_017465.1	dm1	
520524	3.54	86864125	*Maf1*	15	76181782	NM_026071.1	dm1/fvsop1	dm1/fvsop1
3120397	3.52	95864125	*Tef*	15	81632851	NM_025547.1	dm1/fvsop1	dm1/fvsop1
130592	3.32	64902010	*Adck5*	15	76406842	NM_024459.2	dm1/fvsop1	dm1/fvsop1
6290088	3.22	92864125	*Rbm9*	15	76912769	NM_178761.2	dm1/fvsop1	dm1/fvsop1

Expression QTL analysis of CSS15F_2_ mouse population yielded 19 results on chromosome 15. Maximum LOD score, the peak marker position and the –LOD 1 support interval is listed. In addition, we have indicated whether the eQTL and/or the gene itself was located in the behavioral QTLs. Asterisks indicate the probes of which the sequence contains a SNP polymorphic between A/J and C57BL/6J.

### Weighted gene co-expression analysis

#### Network construction and module detection

We used a network-based approach (weighted gene co-expression network analysis, WGCNA) to define clusters of co-expressed genes (‘modules’). It has been hypothesized that these modules represent biological meaningful networks. Once reconstructed, the correlation between each of the modules and the phenotype of interest is being examined. In other words, rather than generating a list of differentially expressed genes, this approach reconstructs networks of genes with related expression profiles that are thought to represent biological meaningful correlations. A detailed description can be found in the Methods section. In short, a weighted adjacency matrix containing pair-wise connection strengths was constructed by using the soft-thresholding approach (β = 7) on the matrix of pair-wise correlation coefficients. 

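The probes of *Anapc13*, *Sash1* and *Ltc4s* have the highest within-module connectivity of the Turquoise, Lightcyan and Pink modules in Table S2, with the paper's scaled value of 1 each. Connectivity was computed again for the 5 modules of Table S2, as the sum of the absolute correlations raised to the power 7. Its Spearman correlation across probes with the paper's within-module column was 0.91 for Turquoise, 0.96 for Midnight blue, 0.75 for Lightcyan, 0.80 for Pink and 0.76 for Purple. With the authors' normalized values it was 1 in all 5 modules. Without quantile normalization it was 0.096 for Turquoise, 0.022 for Midnight blue, 0.037 for Lightcyan, -0.16 for Pink and 0.40 for Purple. For the whole-network column it was 0.94 over all probes of Table S2, with the 3600 most variable detected probes as the network. Probes are not independent replicates, so no p-value is given.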

A connectivity measure (*k*) per gene was calculated by summing the connection strengths with other genes. Modules were defined as branches of a hierarchical clustering tree using a dissimilarity measure (1 - topological overlap matrix) [20], [25]. Each module (or branch) is subsequently assigned a unique color label which is visualized in the color band underneath the cluster tree (Figure 3). Our module detection method followed the standard WGCNA approach, which has been successfully used in multiple applications [18], [19], [20], [21], [26]. 

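Probes of the modules that Table S2 calls Turquoise, Midnight blue, Lightcyan, Pink and Purple fell mostly into 1 module of a network rebuilt from the 3600 most variable detected probes. All 705 Turquoise probes in that network lay in this module of 3073 probes. So did all 39 Midnight blue, all 39 Lightcyan, 95 of 97 Pink and 67 of 71 Purple probes. This depended on the height and the probes: at the smallest height with as many modules the largest module held 501 probes, 406 of them Turquoise, and with detection on at least 1 array it held 721, 470 of them Turquoise. Without quantile normalization the largest held 862 probes, and in a signed network the 2 largest held 1736 and 1140. The rebuilt network had 6 modules of at least 25 probes. It used topological overlap with average linkage and a fixed height, since the dynamic tree method was not at hand. Of the heights in steps of 0.005 that gave the most modules, the greatest was taken. The overlap of each Table S2 module with its best rebuilt module (shared probes divided by all probes of either) had a median of 0.021. For modules of 72 to 177 probes set against 1 of 3073, this overlap is small by construction. Without 1 mouse in turn this median ranged from 0.021 to 0.055, and it changed more than 1.5-fold for 2 of the 37 mice.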

We identified 18 modules ranging in size from 25 genes in the Grey60 module to 868 in the Turquoise module.

**Figure 3:**
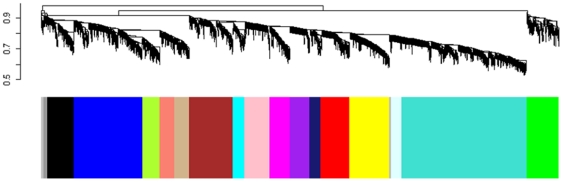
Network construction identifies distinct modules of co-expressed genes using hippocampus samples of CSS15F_2_ population (n = 37). The dendrogram was produced by average linkage hierarchical clustering of genes using topological overlap. Modules of co-expressed genes were assigned colors corresponding to the branches indicated by the horizontal bar beneath the dendrogram.

#### Modules related to behavioral parameters

The next step was to identify the modules that are related to the behavioral measures of interest, DM1 (distance moved on day 1) and FVSOP1 (frequency of visiting exposed platform on day 1). When modules are related to these novelty induced motor activity phenotypes, the gene content can represent a biological pathway and harbor possible candidate genes.

To define a representative module expression profile (referred to as the module eigengene value), we summarized the (standardized) gene expression profiles of the module by their first principal component. The module eigengene can be considered a weighted (quantitative) average of the gene expression profiles in the module. 

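The Turquoise eigengene held 80.2% of the variance of its 868 standardized probes, with *Anapc13*, *Znrd1* and *Med31* rising with it and *Syt11* falling. Midnight blue held 67.8%, Lightcyan 67.4%, Pink 48.8% and Purple 53.6%. Without quantile normalization Turquoise held 45.1%, and within the set of 11 arrays Midnight blue held 35.9% and Purple 32.5%. The Turquoise eigengene fell into groups of 28 and 9 mice by the mixture rule, and the other 4 eigengenes fell into groups too. Correlations were therefore computed only within joint groups of at least 6 mice, 20 in all, two-sided, with Benjamini-Hochberg adjustment. In 26 mice Turquoise and Lightcyan rose together, with Pearson's *r* = 0.93 and Spearman's rho = 0.92 (permutation p = 1e-05 each, the smallest that 100000 permutations can give, adjusted p = 1e-04) and *r* = 0.91 without the 2 mice farthest from the median. In 25 mice Turquoise and Pink went apart, with *r* = -0.82 and rho = -0.84 (permutation p = 1e-05 each, adjusted p = 1e-04) and *r* = -0.77 without 2 mice. Turquoise and Midnight blue showed no relation past the threshold in 28 mice, with *r* = 0.21 (permutation p = 0.29) and rho = 0.15 (p = 0.45). With values centred within chips the same 28 mice did pass, with *r* = 0.75 (permutation p = 2e-05, adjusted p = 5e-05), rho = 0.57 (p = 0.0017) and *r* = 0.67 without 2 mice. Without quantile normalization they passed too, with *r* = 0.61 (permutation p = 0.00074, adjusted p = 0.00099), rho = 0.66 (p = 0.00028) and *r* = 0.62 without 2 mice. After centring within each chip, no eigengene was grouped and the median absolute *r* over the 10 pairs was 0.96 in 36 mice. Permutations of centred values ignored that centring ties the values of a chip to each other, so their p-values are too small.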

The correlation between the module eigengene and the sample trait of interest is referred to as ‘eigengene significance’. A standard correlation test can be used to assess the statistical significance (*p*-value) of the eigengene significance.

Because DM1 and FVSOP1 both measure novelty induced motor activity levels, modules that overlap in these parameters were chosen as the focus of subsequent analyses. 

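The probes of Turquoise, the module of *Ly6a*, *Anapc13* and *Syt11*, were more strongly correlated with each other than random probes of like expression. Their mean absolute *r* over 37 mice was 0.80, against a median of 0.32 for 1000 random lists. The values were 0.66 against 0.36 for Midnight blue, 0.66 against 0.35 for Lightcyan, 0.47 against 0.34 for Pink and 0.52 against 0.35 for Purple. All 5 had a one-sided p of 0.001, the smallest that 1000 lists can give. Between 46.7% and 50.6% of the probe pairs of a module were negatively correlated. Within the 28 mice of the larger Turquoise group, a choice made after seeing the data, the mean absolute *r* was 0.47 for Turquoise (p = 0.001), 0.38 for Midnight blue (p = 0.042) and 0.34 for Lightcyan (p = 0.36). In those mice Pink had 0.27 and Purple 0.24 (p = 1 each), no more than random lists. The cut on the Turquoise eigengene removes variation that the modules share. These values therefore do not show that Pink or Purple lack co-expression over the 37 mice. Without quantile normalization, with each array only centred on its median, random lists had medians of 0.64 to 0.66. They were correlated more strongly than each of the 5 modules, which had 0.47 (Turquoise) to 0.62 (Purple). The random lists themselves rose from 0.32 to 0.36, so this comparison does not decide whether the modules hold. Within the set of 11 arrays Midnight blue (0.38, p = 0.29) and Purple (0.35, p = 0.97) did not pass. The study formed these modules on the same arrays, so this is not independent evidence for them.

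**Figure D2:**
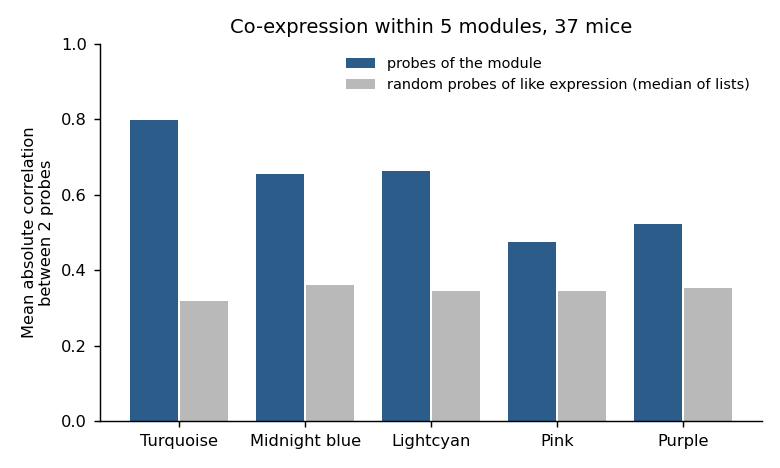
Mean absolute correlation over the probe pairs of each module (37 mice) beside random lists matched on mean expression. Turquoise lies at 0.80 and its random lists at a median of 0.32.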

The Turquoise (868 probes; DM1 *r* = 0.36, *p* = 0.03; FVSOP1 *r* = 0.41, *p* = 0.01), Midnight blue (76 probes; DM1 *r* = 0.38, *p* = 0.02; FVSOP1 *r* = 0.46, *p* = 0.004), Lightcyan (72 probes; DM1 *r* = 0.36, *p* = 0.03; FVSOP1 *r* = 0.42, *p* = 0.01), Pink (177 probes; DM1 *r* = −0.35, *p* = 0.03; FVSOP1 *r* = −0.39, *p* = 0.02) and Purple (138 probes; DM1 *r* = −0.38, *p* = 0.02; FVSOP1 *r* = −0.45, *p* = 0.005) modules were shown to be most interesting for DM1 and FVSOP1. Figure S1 represents a heat map showing correlations and corresponding *p*-values for each module with DM1 and FVSOP1, as well as the genetic markers used. Values for all probes within the significant modules are listed in Table S2.

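*Anapc13*, *Znrd1*, *Syt11* and *Med31* were the 4 Turquoise probes most correlated with their eigengene over the 37 mice. *Anapc13* had a mean log2 expression of 10.34 ± 0.71 (SD, n = 37 mice) and *Syt11*, which fell with the eigengene, of 12.89 ± 0.75 (SD). For Midnight blue they were *Cstf3* (9.81 ± 0.53), *1110038B12Rik*, *2610018L09Rik* and *Mrpl33*. For Lightcyan they were *Sash1* (7.01 ± 0.55), *Zfp536*, *Rab33a* and *Plcxd3*, with *Zfp536* falling as the eigengene rose. The 4 Pink probes *Ltc4s* (7.00 ± 1.03), *Mia1*, *Cox6b2* and *Cox8b* all fell as the Pink eigengene rose. The 4 Purple probes *Ecsit* (7.45 ± 0.94), *Prelid1*, *B230317C12Rik* and *Pmm1* were chosen in the same way, but within the 24 mice of the largest Purple group 2 of them rose with the eigengene and 2 fell, with absolute *r* of at most 0.22, so no direction is given for them. Of the 868 Turquoise probes, 525 had a positive and 343 a negative *r* with the eigengene in the 28 mice of its larger group, counted by sign without a test.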

Genetic markers were most correlated with the Green (226 probes) Grey60 (25 probes), Black (184 probes), Blue (481 probes), and Grey module (30 probes). Only the Turquoise module had three probes containing a SNP in the sequence, constituting 0.35% of the total probes in that module.

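*Phf5a*, *Nol12* and *Ly6c1* are the Turquoise genes whose probe holds a SNP. *Phf5a* fell into groups of 28 mice (10.70 to 11.50 on the log2 scale) and 9 mice (11.78 to 12.18). *Nol12* fell into groups of 8 mice (5.16 to 6.37) and 29 mice (7.01 to 8.46). The Turquoise eigengene also fell into groups, of 28 and 9 mice, and whether these are the same mice was not examined. The groups of these 2 probes can therefore not be read as an effect of the SNP. *Ly6c1* showed no separate groups, with a mean of 9.57 ± 0.56 (SD, n = 37 mice). *Phf5a* ranks 150 of the 868 probes by the paper's within-module connectivity, *Nol12* 661 and *Ly6c1* 849.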

To confirm actual expression differences between the parental mouse strains A/J and C57BL/6J, we consulted an independent gene expression dataset of hippocampal tissue which was available [24]. *Josd1* and *Ly6a* are under- and *Coq5* is over-expressed in A/J vs. C57BL/6J.

### Overlap of WGCNA and eQTL results

Of the 136 eQTLs, 28 fell within the modules resulting from the WGCNA. Of these, 26 were trans-regulated genes and they were found only in the Brown (1 probe), Grey60 (5 probes), Grey (4 probes), Blue (3 probes), Green (3 probes) and Black (13 probes) modules, which were shown to be associated to genetic markers in WGCNA. 

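The 13 eQTL probes of the Black module, with *Zfpm2*, *Slmap*, *Snx10* and *Armcx1* among them, were strongly correlated with each other. Their mean absolute *r* over the 37 mice was 0.75, against a median of 0.35 for 10000 random lists of like expression (one-sided p = 1e-04, the smallest that these lists can give). Without quantile normalization it was 0.76, which did not exceed random lists past the threshold (one-sided p = 0.22). Their first component held 76.9% of their variance. *Zfpm2*, *Slmap*, *Snx10*, *Armcx1*, *Mbnl2*, *Ube1c*, *Ythdc1*, *3300001P08Rik* and a probe without a gene name rose together. *BC025575*, *Mrps34*, *1110039B18Rik* and *Slc25a28* fell as these rose. Table S1 gives a module for 29 probes, namely 13 in Black, 4 in Grey60, 4 in Grey, 3 in Green, 3 in Blue, 1 in Brown and 1 in Turquoise. Both the eQTLs and the modules come from these arrays, so the shared variation of the 13 probes is not independent evidence.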

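*Zfpm2* and *Ly6a* expression showed no relation past the threshold over the 37 mice. Pearson's *r* was -0.18 (permutation p = 0.28, two-sided) and Spearman's rho was -0.21 (p = 0.21), with *r* = -0.13 without the 2 mice farthest from the median. The Benjamini-Hochberg adjusted p was 0.40 over 21 correlations of *Ly6a*. Within the 26 arrays of the larger chip set *r* was -0.19, within the 11 arrays of the smaller set -0.26, and with values centred within chips -0.20. *Zfpm2* had a mean log2 expression of 8.22 ± 0.47 (SD, n = 37 mice) and a range from 7.22 to 9.13.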

Two genes located on and controlled by chromosome 15 appeared in the modules: *Zfmp2* in Black and *Ly6a* in Turquoise. *Ly6a* is the only gene emerging in both lines of evidence related to our phenotype of interest. The expression QTL and location of the gene (74,828,318 bp–74,825,307 bp) is shown in Figure 2. The expression QTL of *Ly6a* covers a broad region but with a peak at the same location as the behavioral QT, rs13482668 (80,750,829 bp). 

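*Ly6e*, which belongs to the same gene family, rose with *Ly6a* over the 37 mice. Pearson's *r* was 0.68 (permutation p = 2e-05, adjusted p = 0.00021) and Spearman's rho 0.70 (p = 1e-05, the smallest the permutations can give), with *r* = 0.66 without the 2 mice farthest from the median. *Tomm22* rose with *Ly6a* within the 26 mice of its higher group, with *r* = 0.84 and rho = 0.77 (permutation p = 1e-05 each, adjusted p = 0.00021) and *r* = 0.75 without 2 mice. Within its 11 other mice *r* was 0.42 (permutation p = 0.20) and rho 0.35 (p = 0.30). *Phf21b* fell as *Ly6a* rose, with *r* = -0.59 (permutation p = 0.00018, adjusted p = 0.0013), rho = -0.41 (p = 0.012) and *r* = -0.44 without 2 mice. *Maf1* and *Tef* also fell and *Mgat3* and *2210021J22Rik* rose, with absolute *r* between 0.48 and 0.56 and adjusted p between 0.0017 and 0.0090. The adjustment covered 21 two-sided correlations of *Ly6a* with chromosome 15 eQTL probes. *Ly6a* and these probes were chosen because their values followed chromosome 15 genotype on these arrays, so they are correlated in part by that choice. The p-values are therefore not independent evidence of a relation between the genes. Within the sets of 26 and 11 arrays *r* was 0.66 and 0.85 for *Ly6e*, -0.64 and -0.13 for *Phf21b*, and 0.33 and 0.81 for *Mgat3*, and within the 26 arrays *Mgat3* (adjusted p = 0.21) and *2210021J22Rik* (adjusted p = 0.074) did not pass. Within the 11 arrays only *Ly6e* and *Mgat3* passed. With values centred within chips *r* was 0.80, -0.60 and 0.65. Without quantile normalization *Phf21b* no longer passed, with *r* = -0.23 (permutation p = 0.18, adjusted p = 0.28). Neither did *Maf1* (*r* = -0.056) and *Tef* (*r* = -0.058, adjusted p = 0.84 each), and with values centred within chips these 2 missed the threshold as well (*r* = -0.39 and adjusted p = 0.053 each). With the authors' values *Mgat3* (*r* = 0.36, adjusted p = 0.085) and *Tef* (*r* = -0.34, adjusted p = 0.099) did not pass. In these correlations *Lrrc24* also passed with the authors' values, and *Rbm9* and *Zfp706* without quantile normalization. Within the set of 26 arrays *r* was 0.85 for *Tomm22* in 20 mice. The probes of *Tomm22*, *Mgat3* and *2210021J22Rik* hold a SNP. *Ly6a* itself fell as more probes were detected on an array (*r* = -0.66 over the 37 mice). With that number as a covariate (limma, chosen after seeing the data) *Tomm22*, *Mgat3*, *Ly6e* and *Lrrc24* passed. *Phf21b*, *Maf1* and *Tef* did not, and *2210021J22Rik*, detected on 11 arrays, was not in that fit.

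**Figure D3:**
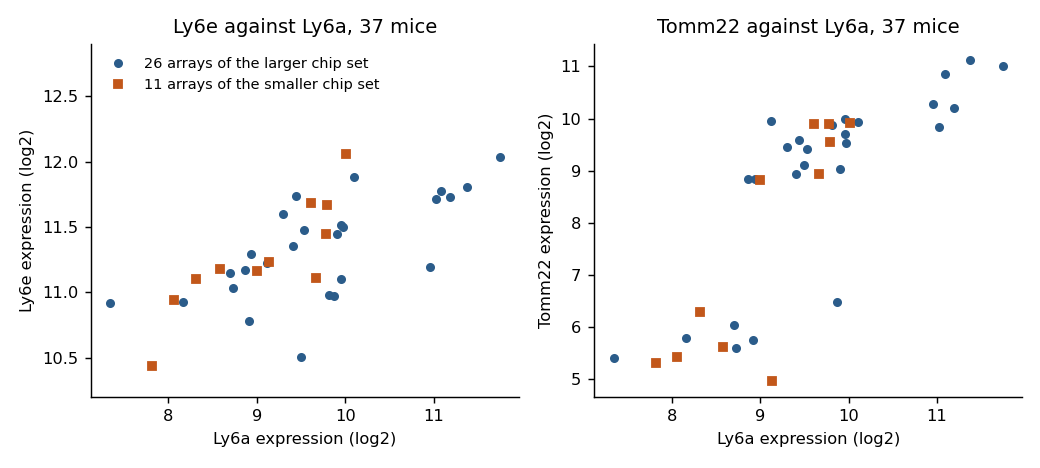
Log2 expression of *Ly6e* and *Tomm22* against that of *Ly6a*, with 1 point per mouse (37 mice) marked by chip set. *Ly6e* rises along the *Ly6a* axis, and *Tomm22* lies in a band of 11 mice below 6.49 and a band of 26 mice above 8.82.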

At this location, expression of *Ly6a* shows an additive effect with higher expression for the C57BL/6J allele. 

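*Ly6a* expression showed no separate groups of mice, unlike *Tomm22*. Its 37 values ran from 7.34 to 11.75 on the log2 scale, a range of 4.40. The paper's LOD score of 5.1 for *Ly6a* corresponds, in 37 mice, to 47.0% of the variance of its expression. For *Card10* the paper's LOD score of 7.67 corresponds to 61.5%, and for *Ly6e* that of 4.53 to 43.1%. These shares follow from the LOD scores and the number of mice alone. The direction of the allele effect was not recomputed, since genotypes were not used here.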

The gene is located in the confidence interval of DM1 and at the border of that of FVSOP1. Limited genetic resolution interferes with precise indication of the QTLs, however, the results show that regulation of *Ly6a* expression peaks at the same genomic region as that of the behavioral QTL. *Ly6a* is found in the Turquoise module, which was found to be positively correlated to both behavioral parameters. 

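*Ly6a* lay near the low end of its module, with rank 857 of 868 Turquoise probes by the paper's within-module connectivity. By absolute correlation with the eigengene in the 28 mice of the larger Turquoise group its rank was 807. In these mice the relation of *Ly6a* to an eigengene computed without it did not pass, with *r* = 0.37 (permutation p = 0.053, adjusted p = 0.14 over 10 correlations, two-sided), rho = 0.28 (p = 0.15) and *r* = 0.22 without the 2 mice farthest from the median. In the 9 other mice *r* was 0.44 (exact permutation p = 0.23) and rho 0.18 (p = 0.64), with *r* = -0.10 without 2 mice. Within the larger chip set *r* was 0.50 in 18 mice of the larger group (permutation p = 0.034, adjusted p = 0.16), and within the smaller set 0.094 in 10 mice (permutation p = 0.79). With values centred within chips the same 28 mice passed, with *r* = 0.50 (permutation p = 0.0063, adjusted p = 0.032), rho = 0.48 (p = 0.010) and *r* = 0.44 without 2 mice. In 36 mice, which then no longer separate, *r* was 0.64 (permutation p = 7e-05), with absolute *r* of 0.62 to 0.67 for the other eigengenes. The permutations treated the centred values as independent, although centring ties the values of a chip to each other. The p-values of centred values are therefore too small. Without quantile normalization *r* was -0.021 in the larger group. The groups were cut on the eigengene itself, which narrows its range within them. The *r* and ranks within a group therefore do not measure the relation over all 37 mice. Median *Ly6a* was 9.22 in the 28 mice and 11.02 in the 9 others. *Phf5a* had rank 540 in the 28 mice, *Ly6c1* 621, *Coq5* 753 and *Nol12* 792. The Turquoise eigengene itself fell as more probes were detected on an array, with *r* = -0.79 and rho = -0.84 in the 28 mice (permutation p = 1e-05 each, adjusted p = 2e-04 over 40 correlations), *r* = -0.75 without 2 mice, *r* = -0.81 within the larger chip set (18 mice, adjusted p = 0.0014) and -0.80 within the smaller (10 mice, permutation p = 0.0066), which did not pass after adjustment (adjusted p = 0.066). From the eQTL of *Ly6a* on chromosome 15 and its membership in a module correlated with both behavioral parameters, the paper concludes that *Ly6a* is the gene on which its lines of evidence meet. The paper further reports that *Ly6a* expression itself correlated with both parameters and differed between the parental strains. It also reports lower activity of *Ly6a* knock-out mice.

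**Figure D4:**
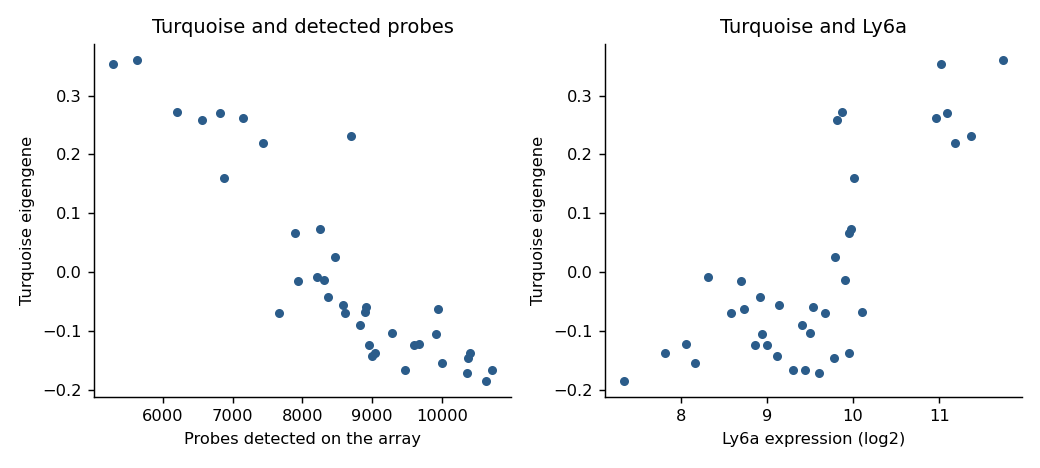
Turquoise eigengene of each mouse against the number of detected probes on its array and against log2 expression of *Ly6a* (37 mice, 1 point each). The eigengene ends at 0.073 in a lower group of 28 mice and starts at 0.159 in an upper group of 9 mice.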

The individual gene expression value of *Ly6a* was significantly positively correlated to both FVSOP1 (*r* = 0.44, *p* = 0.007) and DM1 (*r* = 0.34, *p* = 0.04). To exclude possible non-specificity of the probe sequence causing random hybridization signals, the probe sequence was blasted against the entire mouse genome (NCBI Blast; http://blast.ncbi.nlm.nih.gov/Blast.cgi). No non-specific binding sites were detected.

### Behavioral testing *Ly6a* ^−/−^ mice

In order to assess the functional relationship between novelty-induced motor activity levels and *Ly6a*, female *Ly6a* ^−/−^ mice (C57BL/6J background, n = 8) and C57BL/6J wildtype mice (n = 9) were tested using an automated open field system. Total distance moved (in cm) was used a measure of motor activity levels. Although it was impossible to test the mice in the exact same apparatus at this location, the novelty induced locomotor activity parameters in the home cage and the total distance moved in the open field arena both assess locomotor activity of the mice in the first hours they experience and explore their new environment.

A repeated measures ANOVA revealed a significant main effect of genotype on total distance moved in the six 5-minute bins (F(1,15) = 19.03, *p* = 0.001). Bins were tested separately using an independent sample *t*-test (Bonferroni corrected for multiple testing) revealing significantly lower activity of *Ly6a* ^−/−^ mice in bin 1 (t(15) = −3.83, *p* = 0.012), bin 2 (t(15) = −3.82, *p* = 0.012), bin 3 (t(15) = −4.14, *p* = 0.003) and bin 5 (t(15) = −4.11, *p* = 0.006). Data is shown in Figure 4.

**Figure 4:**
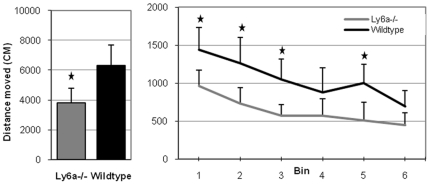
Behavioral analysis of *Ly6a* ^−/−^ mice confirms involvement in novelty induced phenotypes. *Ly6a* ^−/−^ (n = 8) and wildtype animals (n = 9) were tested in an automated open field system for 30 minutes. The data was analyzed using a repeated measures ANOVA for 6 bins of 5 minutes, after which individual bins were tested using independent *t*-tests (Bonferroni corrected). Total distance moved (in cm) is depicted in the bar diagram. The line graph shows the distance moved of *Ly6a* ^−/−^ and wildtype mice over the six bins. The error bars represent the standard deviation (SD). Stars indicate significance (Bonferroni corrected *p*<0.05).

The mice were tested again in the automated open field system in the dark phase. Again, the repeated measures ANOVA revealed a significant main effect of genotype on total distance moved on the six bins (F(1,15) = 15.01, *p* = 0.001) with lower activity for the *Ly6a^−/−^* mice. Independent sample *t*-tests (Bonferroni corrected for multiple testing) showed genotype differences for bin 2 (t(15) = −3.09, *p* = 0.042), bin 4 (t(15) = −3.59, *p* = 0.018), and bin 5 (t(15) = −3.11, *p* = 0.042).

To assess whether these differences are due to an effect of differences in motor function between wild type and knockout strains, a variable ‘velocity’ was computed by dividing the distance moved (in centimeters) by the duration (in seconds) over all 6 bins of 5 minutes in periphery and center. There was no significant difference in velocity between C57BL/6J and *Ly6a^−/−^* mice (t(15) = −1.11, *p* = 0.284). In addition, mice were subjected to a rotarod test (described in Methods section) [27]. The average latency to fall across three trials did not differ significantly between wildtype and *Ly6a^−/−^* mice (t(15) = −1.20, *p* = 0.25). Results are shown in Supporting Information S1.

## Discussion

The aim of this study was to use gene expression data to narrow down a QTL found to be associated to exploration and novelty-induced behavior. This behavioral QTL was mapped to chromosome 15 in a previous study, using a female F_2_-population of the chromosome substitution strain [11]. We generated whole genome expression data for this population and calculated expression QTLs to identify genes of which expression is regulated by the region of interest. Next, we applied a network based approach to define clusters of co-expressed genes (‘modules’) which are related to our phenotypes of interest. *Ly6a* (a.k.a. *Sca-1*) was found to be located on and regulated by the same region on chromosome 15 harboring the behavioral QTL. In addition, it belongs to a module correlated to novelty induced motor activity levels. These lines of evidence led us to test the exploration and novelty-induced behavior in *Ly6a* knock-out mice. The behavior was confirmed in this mouse knock-out strain, thereby providing support for *Ly6a* as candidate gene for functional involvement in novelty responsiveness.

This study yields insight in the relationships between genomic variation, gene expression, and behavior. By investigating a F_2_-population derived from a chromosome substitution strain, we know a priori that genetic variation that can be related to behavior and gene expression in this population can only stem from chromosome 15, since the rest of the genome is uniformly C57BL/6J.

Results from both the eQTL and weighted gene co-expression network analysis indicate that genetic variation at chromosome 15 has genome-wide effects on gene expression. 

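*E130307M08Rik*, *Slmap* and the other eQTL probes for genes outside chromosome 15 were more strongly correlated with each other the closer their eQTL peaks lay. Over the 6786 pairs of these probes, the Spearman correlation between absolute *r* and the distance of the paper's peaks was -0.42 (one-sided p = 1e-05 from permuting the peaks, the smallest they can give). Pairs with peaks within 5 Mb had a mean absolute *r* of 0.54 (1971 pairs), and pairs over 20 Mb apart 0.35 (3436 pairs). For the 19 chromosome 15 probes the same correlation was -0.098 (171 pairs, one-sided p = 0.12). Without the 6 probes marked as holding a SNP it was 0.056. The paper's highest LOD score was 22.98 for a chromosome 15 probe and 5.55 for a probe elsewhere, and 8 of the 19 chromosome 15 probes and 1 of the others were above 5. Without the SNP-marked probes the highest was 7.67 on chromosome 15, with 4 of 13 above 5. Probe pairs are not independent replicates, and the eQTLs were found on these arrays. Each probe was chosen because its values followed genotype at its peak, so probes with near peaks are correlated in part by that choice. The permutation p is therefore not independent evidence.

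**Figure D5:**
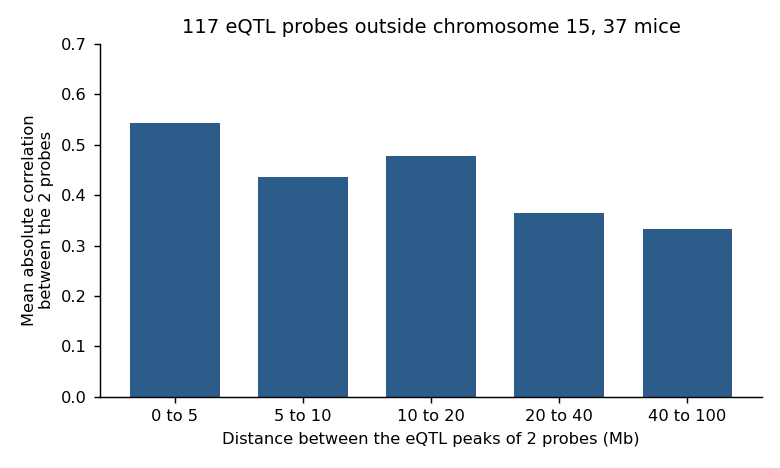
Mean absolute correlation of pairs of eQTL probes for genes outside chromosome 15, by the distance between their eQTL peaks in Mb. It is 0.54 within 5 Mb and 0.33 between 40 and 100 Mb, in bins chosen after seeing the data.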

The majority of eQTLs found were target genes located elsewhere (*trans*), although the *cis*-effects were relatively stronger. The number of *cis*-effects was comparable to those found on chromosome 15 in studies using recombinant inbred strains or outbred populations [28], [29]. The network analysis we carried out used only the most varying gene expression values to create a gene co-expression network. 

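*Lrrc58*, *Ttr*, *Cplx2*, *Tomm22* and *Trf* were the most variable of the detected probes, with SDs of 2.46, 2.38, 1.96, 1.95 and 1.84 on the log2 scale (n = 37 mice). *Cox8b*, *Apba2*, *Map1b*, *2210016L21Rik* and *1500015O10Rik* followed, with SDs from 1.67 to 1.77. Of these 10, only *Tomm22* has a significant eQTL in Table S1. *Cplx2* and *Tomm22* fell into 2 groups of mice, and *Apba2* and *2210016L21Rik* into 3. Of the probes of Table S2, 71.5% were among the 3600 detected probes with the largest SD, and 45.4% without quantile normalization.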

When examining results from the eQTL and network analyses, we find the genes that were shown to be regulated by chromosome 15 in the eQTL analysis were also found in the modules of the network analysis correlated to the genetic markers, thereby confirming their relation with this genomic location through separate statistical methods. In addition, we were able to link networks of co-expressed genes with novelty induced motor activity levels. This shows that gene expression can be used as a tool in behavioral research.

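*E130307M08Rik*, *Slmap*, *2310003H01Rik* and *Armcx1* lay closest to the first component of the eQTL probes for genes outside chromosome 15. This component held 46.1% of the variance of these probes over the 37 mice. *E130307M08Rik* and *2310003H01Rik* went one way along it, and *Slmap* and *Armcx1*, both in the Black module by Table S1, the other way. With values centred within chips the share was 47.3%. Over the 37 mice the component had an absolute *r* of 0.31 with the number of detected probes (permutation p = 0.065). Its median absolute *r* was 0.28 with erythroid and 0.45 with endothelial markers. In the 28 mice of the larger Turquoise group, a choice made after seeing the data, its absolute *r* with that number was 0.75 (permutation p = 1e-05, absolute rho 0.78 with p = 1e-05). The median absolute *r* there was 0.79 with erythroid and 0.65 with endothelial markers. Heat shock genes (0.66), interferon genes (0.64) and oligodendrocyte precursor markers (0.60) were alike in these 28 mice. In Table S1, 27 of these eQTL probes have the same eQTL peak, with *Slmap*, *Ube1c* and *Mbnl2* among them. Genotypes were not used here, so the component was not set against a marker.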

The overlap between genes found by these methods can relate genomic variation, expression information, and behavioral parameters. The only gene that was found to be regulated by chromosome 15 and identified in a module positively related to behavior of interest was *Ly6a*. This gene was also found to be significantly higher expressed in C57BL/6J than A/J hippocampus in an independent dataset.

*Ly6a* (lymphocyte antigen 6 complex, locus A) is an 18-kDa mouse glycosyl phosphatidylinositol-anchored cell surface protein of the *Ly6* gene family. This gene has been linked to stem/progenitor cell activity and cancer. The Ly6 proteins are thought to regulate or coativate cell signaling, although the exact mechanism by which they do so is unclear. For several members of the *Ly6* gene family, human orthologs have been identified. The syntenic region of *Ly6a*, along with other adjacent genes, is absent in rat [30]. There is also no human ortholog of *Ly6a*, yet other *Ly6* gene family members may function of *Ly6a* in a paralogous fashion. In addition, co-expression can indicate activation of genes belonging to a biological pathway. *Ly6a* could be affecting behavior indirectly through other genes in a pathway. Therefore, other genes in this module could be ‘guilty by association’ and have an effect on human behavior as well.

In order to functionally test the involvement of *Ly6a* in novelty induced motor activity levels, we examined behavior of the *Ly6a* knock-out strain. Thus far, the only phenotype studied in these mice was the altered proliferative response of their T-cells. The knock-out animals show a higher and more prolonged proliferation in response to T cell receptor-mediated activation, supporting a cell-signaling role for *Ly6a* [31]. No behavioral testing for the *Ly6a* knock-out strain had been described. The novelty-induced behavior was tested in an automated open field system. Although it was not possible to test the mice in the same home cage environment that was used before, the open field offers a close approximation of the behavior of interest and is generally used to assess novelty induced motor activity levels. In the original screen, distance moved in the open field arena (OF.DMA) was also assessed (data not shown). This parameter was positively, but not significantly, correlated to our parameters of interest (FVSOP1 & OF.DMA (*r* = 0.24, *p* = 0.07, DM1 & OF.DMA *r* = 0.14, *p* = 0.31) However, the correlation of OF.DMA with the expression of *Ly6a* is significant and shows the same directionality (OF.DMA & Ly6a *r* = 0.36, *p* = 0.03). In addition, in the original behavioral mapping, one of the peak markers of OF.DMA is the same as that of FVSOP1 and DM1 (rs13482612), containing *Ly6a*. The QTL pattern and thus possibly etiology of OF.DMA is related to FVSOP1 and DM1, but somewhat more complex and this might explain the lack of significance [11]. The *Ly6a* ^−/−^ mice showed significantly lower novelty induced ambulation in the open field recording when compared to C57BL/6J wildtype animals. This is consistent with our findings in the F_2_-population and therefore suggests that *Ly6a* is functionally involved in novelty induced motor activity levels. The C57BL/6J wildtype mice were not littermates of the *Ly6a* ^−/−^ mice, so separate breeding could have a confounding effect when comparing the two strains to each other. A trait-correlation of *Ly6a* expression was performed using the GeneNetwork website containing data of recombinant inbred strains (http://www.genenetwork.org, July 2010, sorted on correlation value). Phenotypes significantly associated with the expression of this gene contained three parameters related to novelty responsiveness in the top-6 parameters. Thus, even though the relation between the ontology of this gene in the light of novelty responsiveness related behaviors is unclear [30], the association appears to be consistent across independent datasets obtained from different mouse genetic backgrounds. Due to its involvement in stem cell activity [30], it is tempting to hypothesize that *Ly6a* is involved in hippocampal plasticity and influences novelty-induced behavior through this mechanism. In addition, it is possible that this gene exerts subtle influences on many other genes in its Turquoise module, or genes not detectable by microarray. 

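*Scrg1*, *Id1* and *Cirbp* were among the genes that rose most clearly with *Ly6a* expression, and *Sirpa* and *Ddx51* among those that fell most clearly. *Scrg1* rose by 0.72 (standard error 0.084) on the log2 scale per unit of log2 *Ly6a* (limma, adjusted p = 6.4e-07, 37 mice), and *Sirpa* changed by -0.34 (standard error 0.043, adjusted p = 1.1e-06). *Id1*, *Cirbp*, *Tspo*, *Ifitm1* and *Polr2h* also rose, with slopes from 0.50 to 0.70, and *Ddx51*, *Acsl1* and *Sf3b2* fell, with slopes from -0.66 to -0.34. Of the 20 most associated probes, *Tomm22*, *Tmbim4*, *Vkorc1*, *Dad1*, *Brd3*, *Kns2*, *Camkv*, *Chd4*, *Camkk1* and *Galnt2* fell into separate groups of mice by the mixture rule, so no slope is given for these 10. In all 4848 of 8540 detected probes were associated with *Ly6a*, 2073 higher and 2775 lower. With chip as a block 2580 were associated, within the set of 26 arrays 4597, and within the set of 11 arrays 0 (272 at an unadjusted p under 0.05, limma). Without quantile normalization 335 were associated, all of them higher, and none of the genes named as falling passed. *Ly6a* itself fell as more probes were detected on an array, with *r* = -0.66 (permutation p = 4e-05, adjusted p = 0.00012 over 3 correlations, two-sided), rho = -0.62 (p = 8e-05) and *r* = -0.56 without the 2 mice farthest from the median. Within the sets of 26 and 11 arrays that *r* was -0.72 and -0.35, and with values centred within chips -0.56. With the number of detected probes as a covariate, chosen after seeing the data, 9 probes passed, 8 of them among the 4848. These were *Tomm22*, *Mgat3*, *Ly6e*, *Lrrc24*, *Scrg1*, *Cirbp*, *Tmbim4*, *Sirpa* and *Nptx2*, named here after their values were seen. Of these, *Tomm22*, *Mgat3*, *Ly6e* and *Lrrc24* are chromosome 15 eQTL probes, chosen on these arrays as *Ly6a* was. Of the 71 oxidative phosphorylation probes, a list fixed beforehand, 51 were higher and 5 lower with *Ly6a*, with the same numbers when adjusted over the list alone (camera, adjusted p = 2.7e-11). Of 11 glutamate receptor probes 9 were lower and 1 higher (10 and 1 when adjusted over the list alone, camera, adjusted p = 0.022). With a correlation between genes estimated from the data, neither list passed (adjusted p = 0.42 each). With the number of detected probes as a covariate, the oxidative phosphorylation list passed camera and the glutamate receptor list did not.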

Its gene family members, *Ly6e* and *Ly6c1*, appear in the results of eQTL and WGCNA analyses, respectively.

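*Ly6e* had a mean log2 expression of 11.32 ± 0.39 and *Ly6h* of 9.86 ± 0.45 (SD, n = 37 mice). *Ly6e* rose by 0.27 (standard error 0.050) per unit of log2 *Ly6a* (limma, adjusted p = 3.2e-05), and *Ly6c1* by 0.27 (standard error 0.079, adjusted p = 0.0040). *Ly6h* rose by 0.17 at this probe, 1 of its 3 detected ones, and did not pass at the other 2, and *Lynx1* changed by -0.16. Of the 6 detected probes of the *Ly6* family other than *Ly6a*, 3 were higher and 1 lower with *Ly6a*, with the same numbers when adjusted over the list alone. The family as a list did not differ from other probes (camera, adjusted p = 0.27). With the number of detected probes as a covariate *Ly6e* rose by 0.32 (adjusted p = 0.031), and *Ly6c1*, *Ly6h* and *Lynx1* no longer passed. The probe of *Ly6c1* holds a SNP. *Ly6a* and *Ly6e* were both chosen by an eQTL found on these arrays, so their relation is not independent evidence.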

*Ly6a* is expressed in many tissues and it is involved in many receptor-ligand interactions. For example, it is expressed in muscle cells, where it interacts with caveolins, which in turn are implicated in forms of muscular dystrophy [32]. In addition, these mice show age-dependent signs of osteoporosis [33]. Although this effect appears in older mice (peaking at 7 months), we wanted to exclude possible motor defects by subjecting the mice to a rotarod test. The results show that the latency to fall does not differ between strains. Therefore, it is unlikely that a gross motor defect is responsible for the behavioral phenotype found in this study. Although the *Ly6a* ^−/−^ had a significantly higher bodyweight than the wildtype animals (t(15) = 2.88, *p* = 0.011) this was not correlated to latency to fall (*r* = −0.47, *p* = 0.055).

In conclusion, our results have revealed insights inter-relating genotype variation, gene expression, and behavioral data. We explored how to link genomic information, gene expression values, and behavioral parameters by combining statistical methods (i.e. eQTL and WGCNA). The combined approach highlighted the gene *Ly6a*. Subsequently, this gene was found to have a functional effect in the knock-out mouse. Although the association of *Ly6a* appears to be consistent, the ontology of this gene in light of novelty responsiveness related behaviors warrants further investigation.

## Materials and Methods

### CSS15F_2_ mice

We used a female F_2_-population of chromosome substitution strain 15 for this experiment as described elsewhere [11]. At least two weeks prior to the start of the experiment, the animals were moved from the stables to the adaptation room next to the experimental room. The animals were then 10–14 weeks old. They were tested consecutively in the open field, automated home cage environment, elevated plus maze, and light-dark box (fixed order), with a minimum of 1.5 weeks between tests. A description of these tests can be found in [11]. In short, the automated home cage environment is equipped with a home base shelter (in which mice mainly sleep during the light phase), a drinking spout, and two feeding platforms. On one feeding platform the mouse is exposed to the environment while the other platform allows sheltered feeding. The top unit contains an infrared camera and infrared light-emitting diode lights allowing continuous recording independent of lighting conditions in the test room. For the current study, the behavioral parameters of the automated home cage environment were further studied: distance moved on day 1 (DM1) and frequency of visiting the exposed platform on day 1 (FVSOP1). These parameters measure exploration during novelty and are assessed by means of motor activity levels (horizontal distance moved) during the first day of exposure to a novel environment. Genotypes were determined using SNPs and microsatellites as described before [11] Additional genotyping of two SNPs was performed in the CSS15F_2_ population in the current study. Primers were designed in ENSMBL to generate a PCR product. Sequencing was performed according to standard protocols on an ABI 3730 (Applied Biosystems) sequencer. A list of markers and positions can be found in Table S3.

### Dissection procedure

Mice were sacrificed at 3–4 months of age and their brains were quickly removed, frozen in liquid nitrogen, and stored at −80°C. After dissection this resulted in 37 hippocampal samples. The hippocampus has been linked to explorative behavior and is therefore a candidate region regarding our phenotypes of interest [34]. Brain samples (left hemisphere) were thawed from −80°C storage to −8°C in cryostat. Coronal sections of 300 µm thickness were taken. Frozen sections were laid down on a cooled steel plate, covered with parafilm and immediately covered with RNAlater (Ambion, #AM7024). Selected brain regions were punched out using a stainless steel punch needle (1 mm in diameter) filled with RNAlater connected to a syringe. Hippocampal tissue was taken in 6 sections starting at −2.06 mm Bregma, with two punches taken bilaterally in the first three sections, and three in the last three, aiming for 15 punches. These punches were pooled for each individual mouse prior to RNA isolation.

### RNA isolation and microarrays

RNAlater was pipetted off the samples. Punches were homogenized using disposable pestels (Fisher Scientific Pellet Stamp, #749521-1500). Phase separation was achieved using 750 µl TRIzol reagent (Invitrogen, #15596-018) and 200 µl chloroform (Merck, #8.222.65.1000), after which samples were precipitated in 500 µl isopropanol (Merck, #1.0934.2500). DNAse treatment (Qiagen Rnase-Free Dnase Set, #79254) was applied using the manufacturer's protocol, followed by an RNA clean-up procedure (Qiagen RNeasy MinElute columns, #74204). Samples were stored at −80°C. Total RNA concentration was determined using the Nanodrop ND-1000 and RNA quality was determined using Bioanalyzer RNA chips (Agilent Technologies RNA Nano kit, #5067-1511). Genome-wide RNA expression profiling was obtained with the Illumina MouseRef-8 V1.1 arrays using Illumina's standard protocol. In short, RNA samples were prepared with the Illumina TotalPrep kit amplification and labeling protocol (Ambion, #IL1791). Amplified and biotinylated CRNA was measured with a ribogreen assay (Invitrogen Quant-it™ Ribogreen, #R11490), and 750 ng of labeled cRNA was then used for array hybridization. BeadChips were scanned using an Illumina BeadArray reader. The raw microarray data is MIAME compliant and made available at gene expression omnibus (GEO) under accession number GSE29289.

### Statistical analysis gene expression data

We used Beadstudio© software version 3.2.3. to extract raw data and generate background, corrected gene-expression data. Further pre-processing was done using the Lumi package for R [22]. We applied a variance stabilizing transformation to preserve much of the gene expression variance and normalized data using the robust spline normalization method [35]. Chip quality and outlier detection was done by assessing quality statistics and plots before and after transformation and normalization. Both behavioral and expression QTL analysis were performed using the r/qtl package in R. We used the multiple imputation method, performing interval mapping (no SNP cofactors) and imputation of missing genotypes [36] and performed 1000 random permutations to determine the significance level for eQTL results. Significance for the behavioral QTLs in a chromosome substitution strain (LOD≥1.5) was set before [11].

Modules of co-expressed genes were identified using the weighted gene co-expression network analysis (WGCNA), developed by Zhang and Horvath [20], [21]. First, we constructed a correlation matrix for these genes. This matrix was then raised to a power (beta = 7 in this study) to achieve an adjacency matrix holding connection strengths. Connectivity is defined as the sum of connection strengths with the other network genes. With this, a topological overlap measure was calculated based on the number of shared neighbors. A hierarchical clustering tree of the genes was then constructed with these values, of which branches were cut with a dynamic tree cut algorithm to define the modules [37]. This method allows for testing the significance of the modules in the network to either a continuous or dichotomous outcome measure by assessing module eigengene significance. The module eigengene is the first principal component of a module and therefore represents a single gene expression value for all genes in a module per sample. The importance of genes can be assessed by looking at both gene significance and connectivity measures in the whole network and within modules. Analyses assessing polymorphisms between mouse inbred strains in probe sequences were performed *in silico* as described before [24].

### *Ly6a* ^−/−^ mice

*Ly6a* ^−/−^ mice on a C56BL/6J background were generated for previous studies [31], [38]. These mice were backcrossed to C57BL/6J for more than 10 generations and then intercrossed to establish +/+ and −/− mice. The *Ly6a* ^−/−^ mice were tested at a different location; the Stanford laboratory in Toronto, Canada. All procedures were approved by the animal care committee (ACC) at the Toronto Centre for Phenogenomics. Guidelines for ethical use of animals in research that TCP's ACC uses are provided by the Canadian Council on Animal Care (Protocol Permit # 2000-8138). The mice were group housed in a 12 hour light/12 hour dark cycle with *ad libitum* access to water and food. For the current study 8 *Ly6a^−/−^* and 9 wildtype C57BL/6J mice were tested, all female and between 4 and 4.5 months of age. All mice were test-naïve. At least two weeks prior to the start of the experiment, the animals were moved from the stables to the adaptation room next to the experimental room. They were tested the last two hours of their normal light/dark cycle in a fully automated open field system (Versamax Animal Activity Monitor, AccuScan Instruments). This uses horizontal and vertical x, y, and z sensors to detect the position and behavior of the animal in 5 minute bins for 30 minutes. Total activity in centimeters recorded in the cage was taken to represent total distance moved. Repeated measures ANOVA was used to asses main effects of genotype across bins, followed by independent *t*-tests (Bonferroni corrected) per bin. Mice were also subjected to a rotarod test (Economex Rota Rod, Columbus Instruments USA), testing their motor co-ordination and balance. Rotarod diameter was 4 centimeters and 4 rpm (rotations per minute) constant speed. The latency to fall in seconds was tested in three trials separated by 15 min inter-trial intervals. An independent *t*-test was used to assess significance.

## Supporting Information

Table S1 **Genes resulting from eQTL analysis.** Expression QTL analysis of CSS15F2 mouse population yields 19 results on chromosome 15. Maximum LOD score, the peak marker position and the –LOD1 support interval are listed. In addition, it is indicated whether the eQTL and/or the gene itself is located in the behavioral QTLs. Asterisks indicate probe of which the sequence contains a SNP polymorphic between A/J and C57BL/6J.
(XLS)

Table S2 **WGCNA results significant modules.** Weighted gene co-expression analysis of CSS15F2 mouse population yields five modules related to the phenotypic parameters of interest. Importance of genes in the whole network can be assessed by whole network connectivity. Hubs within modules are identified using the within-module connectivity measure. Asterisks indicate probe of which the sequence contains a SNP polymorphic between A/J and C57BL/6J.
(XLS)

Figure S1 **Heat map depicting module eigengene correlations and corresponding** ***p*** **-values.** Module eigengenes of the gene co-expression network are correlated with behavioral measures DM1 and FVSOP1 to identify modules of interest.
(EMF)

Table S3 **Genetic markers and their locations.**
(XLS)

Supporting Information S1 **Behavioral analysis Ly6a−/− mice.** Visual representations of behavioral recordings in an automated home cage (A) and rotarod (B) of *Ly6a* ^−/−^ mice and C57BL/6J wildtype mice.
(DOC)

# Supplementary material for: Hippocampal Gene Expression Analysis Highlights Ly6a/Sca-1 as Candidate Gene for Previously Mapped Novelty Induced Behaviors in Mice
**Source:** PLoS One. 2011 Jun 6;6(6):e20716. doi: 10.1371/journal.pone.0020716

**Supporting Information S1:** **Behavioral analysis Ly6a-/- mice**

**A) Ly6a-/- show behavioral phenotype in automated open field in dark.**

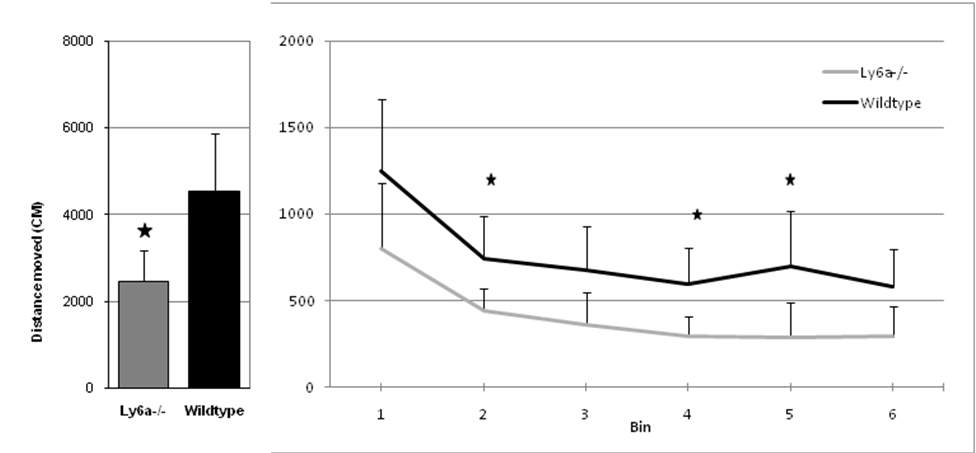

**B) Ly6a-/- show no gross motor defects in rotarod.**

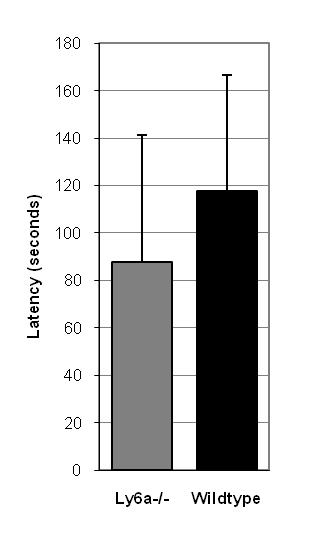

**Supplement:** Supporting Information S1 — Behavioral analysis Ly6a−/− mice. Visual representations of behavioral recordings in an automated home cage (A) and rotarod (B) of Ly6a −/− mice and C57BL/6J wildtype mice.

How the deposited data were processed for this re-analysis (not part of the article)

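Hippocampal RNA of 37 CSS15F2 mice, an intercross of a chromosome substitution strain for chromosome 15, was measured with 1 Illumina MouseRef-8 V1.1 array per mouse. *Ly6a* and 23 other probes for genes that the paper names were followed one by one, and the remaining probes as lists. The intensity values were extracted and background corrected in BeadStudio 3.2.3 by the authors and deposited without normalization between arrays, on a linear scale. The detection score of each probe, as deposited, is high where the probe is detected against the negative control beads of its array, and 1 minus the score was taken as the detection *p*-value. The deposited log2 values were made by the authors with the variance stabilizing transformation and robust spline normalization of the lumi package. These normalized values, for 24613 of the probes, were used only as an alternative. In the alternative without quantile normalization, the background corrected log2 values of each array were only centred on their median.

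For the main values, the background mean and SD of each array were inferred from its detection *p*-values (nec of limma 3.58.1 in R 4.3.3, offset 16), followed by quantile normalization and log2 transformation. A probe counted as detected with a detection *p*-value under 0.01 on at least 19 arrays, which left 8541 probes. The number of arrays and the signal over background limit the precision of these values. Between 5281 and 10724 probes were detected per array, and the 95th percentile of signal ranged from 322 to 2610. Gene names came from the platform, and for probes in the tables of the paper from those tables. All probes of Table S2 matched a probe of the array. Of the 1186 with a platform gene, 1149 had the same accession or symbol. Of 123 probes of Table S1 with a platform gene, 94 had the same symbol and 0 the same accession.

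All 37 mice form 1 group, since genotype and behavior of single mice were not used here. LOD scores, marker correlations and correlations with behavior were for that reason not recomputed. LOD scores, eQTL peaks and module membership are the paper's. The 13 BeadChips, and the sets of 26 and 11 arrays that their numbering forms, were taken as batches.

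Spread was the SD over mice, compared with 10000 random lists matched on mean expression in 20 bins, one-sided. Co-expression of modules was compared with 1000 such lists and that of the Black eQTL probes with 10000. Correlations over mice used Pearson's *r* and Spearman's rho, two-sided, with 100000 permutations, or all permutations with under 10 mice, and Benjamini-Hochberg adjustment within each family. Where a Gaussian mixture showed separate groups of mice (gain in the Bayesian information criterion above 10), correlations were given within groups of at least 6 mice. Groups cut on a variable narrow its range. Values centred within chips were permuted freely over mice, which makes their p-values too small. The relation of co-expression to the distance of eQTL peaks was tested by permuting the peaks among probes (Mantel test, one-sided). Eigengenes were first principal components of standardized probe values. The network was rebuilt from the 3600 most variable detected probes with power 7, topological overlap, average linkage and modules of at least 25 probes. The greatest of the tied heights was taken, and simulated modules were recovered with it. The simulated modules varied independently of each other, whereas the eigengenes here were correlated. That simulation therefore does not decide which height is right for these data. Association with *Ly6a* or with the Turquoise eigengene was tested with limma (lmFit and eBayes, adjusted p under 0.05), and the gene lists with camera (preset correlation 0.01, and again with an estimated correlation) and fry, for lists with at least 3 detected probes. The fit on the Turquoise eigengene pools mice that fall into separate groups, so no slope of it is given. The limma fits, camera, random lists, Mantel test, mixture rule and network were tested on simulated data.

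The gene lists were markers of endothelial cells, mural cells, astrocytes, oligodendrocytes, oligodendrocyte precursors, microglia, choroid plexus, ependyma, dentate granule cells, CA1, CA3, interneurons, thalamus and erythroid cells, and genes of immediate early response, interferon response, heat shock, the *Ly6* family, cytosolic ribosome, oxidative phosphorylation, glutamate receptors, synaptic vesicles and the Y chromosome. These lists, the tests, the alternatives and the rule for naming genes were set before the data were examined. The rule names every gene the paper names for the expression data, the 4 probes of each module closest to its eigengene, the 10 probes most associated with *Ly6a* in each direction, the 10 most variable probes, the 10 probes that differ most between chips and up to 4 members of each list. Values in the paper's tables were known by then.

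The alternatives were the authors' normalized values, another background correction (normexp, offset 50), no quantile normalization, detection on at least 1 or on all 37 arrays, a detection *p*-value under 0.05, chip as a block, each chip set alone, rank correlation, the median absolute deviation, other powers, a signed network, other numbers of network probes and camera with an estimated correlation. The number of detected probes as a covariate, leaving out the 5 arrays with the fewest detected probes, the 28 mice of the larger Turquoise group, the smallest of the tied heights and a network of the 3600 most connected of the 5000 most variable probes were chosen after seeing the data. That network was found by trying other rankings and sizes until its connectivity matched the paper's column. For the correlations between eigengenes, the p-value used to compare settings, the largest adjusted one over the pairs, was also chosen after the values were seen. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, numba 0.67.0 and matplotlib 3.10.9 was used for the remaining steps. The dynamic tree method of the paper's network was not at hand and was left out.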

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

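The 11 measures examined for single mice far from the others on their chip (3 array measures, the 5 eigengenes, *Ly6a*, *Ly6e* and *Tomm22*) were chosen after the data had been seen.

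On the 3 chips with 4 to 10 arrays these measures gave 33 checks, of which 2 found a mouse far from the others, where chance gives about 1.65. *Tomm22* had a log2 expression of 5.75 in 1 mouse on a chip with 5 arrays, while the 4 others lay between 8.83 and 9.94. The gap was 0.735 of the whole range. The value lies within the lower *Tomm22* group of 11 mice (4.97 to 6.49), and the probe is marked as holding a SNP. The Purple eigengene had a value of 0.0712 in 1 mouse on a chip with 4 arrays, while the 3 others lay between 0.113 and 0.120, with a gap of 0.848 of the range. No biological explanation was tested for either mouse.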

How the results depend on the processing

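The settings with the number of detected probes as a covariate, without the 5 arrays with the fewest detected probes, within 28 mice, with the smallest tied height and with the most connected probes were chosen after seeing the data.

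Over the chromosome 15 eQTL genes whose values do not fall into groups of mice (so without *Tomm22*), *Ly6a* had 6 relations. It had 4 to 6 in 6 of 7 alternatives, not always the same genes, and 2 within the 11 arrays of the smaller chip set. *Ly6a* and these genes were chosen by their eQTLs on these arrays. The relation between co-expression of the other eQTL probes and the distance of their peaks held in all 6 alternatives (-0.48 to -0.26), and the eQTL probes of the Black module passed in 6 of 7 (0.75 to 0.78). Both sets of probes were chosen on these arrays, so neither result is independent evidence. The overlap of the rebuilt network ranged from 0.0070 to 0.057 over 12 alternatives, and its standard error from leaving out each mouse (0.040) exceeds the overlap itself, so its stability cannot be judged. The spread of the chromosome 15 probes passed in 6 of 8 alternatives (0.31 to 0.54), and module co-expression in 5 of 8 (0.57 to 0.69). For the 13 chromosome 15 probes without a SNP mark, the spread passed neither in the main setting nor in any of 8 alternatives (0.33 to 0.71). Turquoise against the number of detected probes passed in 6 of 7 (-0.87 to -0.79), and *Ly6e* against *Ly6a* in all 7 (0.57 to 0.85). Of 19 probes named for *Ly6a* other than *Tomm22*, none reversed, and 10 without quantile normalization, 19 within the 11 arrays and 15 with the covariate no longer passed. Probes differing between chip sets numbered 0 in all 5 alternatives (limma, 328 to 1091 at an unadjusted p under 0.05).

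Without quantile normalization the median SD was 0.71 for the chromosome 15 probes, no longer past the threshold, and 0.69 for the other eQTL probes, now above random lists without passing. The median co-expression of modules was 0.54, below random lists, with 0.47 for Turquoise, 0.54 for Midnight blue, 0.54 for Lightcyan, 0.60 for Pink and 0.62 for Purple. Random lists had medians of 0.64 to 0.66 there, against 0.32 to 0.36 in the main setting. Eigengenes held a median of 58.4% and were correlated at a median of 0.97. *Ly6a* against Turquoise was -0.021, the rank correlation of connectivity 0.037, the Black co-expression 0.76 without passing, and 45.4% of Table S2 was among the most variable probes. Probes associated with *Ly6a* numbered 335, probes differing between chips 66, gene lists passing for *Ly6a* 9 and for Turquoise 3.

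With the authors' values the rank correlation of connectivity was 1, 78.4% of Table S2 was among the most variable probes, and 0 lists passed for Turquoise. With the normexp correction that share was 80.6%. With detection on at least 1 array 13450 probes were kept, the share was 68.4% and 74 probes differed between chips. With detection on all 37 arrays 4584 probes were kept, the share was 61.8%, 2580 probes were associated with *Ly6a*, and 3 lists passed for *Ly6a* and 0 for Turquoise, with fewer probes tested. With the median absolute deviation the share was 61.5% and the chromosome 15 spread 0.41, no longer past the threshold. Without the 6 SNP-marked probes the correlation of chromosome 15 probes with peak distance was 0.056, of opposite sign.

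With chip as a block eigengenes held 62.5% and were correlated at 0.94. *Ly6a* against Turquoise was 0.50 and passed, by permutations that ignored the centring and give too small a p-value. In that setting 2580 probes were associated with *Ly6a*, and 3 lists passed for *Ly6a* and 0 for Turquoise. Within the 26 arrays the rank correlation of connectivity was 0.72. Within the 11 arrays, with fewer mice, module co-expression was 0.39 and no longer passed, Purple was 0.35 and below random lists, eigengenes held 39.8%, Turquoise against the number of detected probes was -0.80 without passing, and 0 probes were associated with *Ly6a* (limma, 272 at an unadjusted p under 0.05). There 0 lists passed for *Ly6a* and 0 for Turquoise. Within the 28 mice, cut on the Turquoise eigengene and so without part of the variation that the modules share, module co-expression was 0.34 without passing.

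With an estimated correlation 0 lists passed camera for *Ly6a* and 0 for Turquoise. With the number of detected probes as a covariate 9 probes were associated with *Ly6a*. Without the 5 arrays with the fewest detected probes 3 lists passed for Turquoise. With the most connected probes as the network the rank correlation of connectivity was 1. Beyond fewer probes or mice where named, the cause was not tested. No paired analysis was possible because each mouse gave 1 array.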

Differences from the paper's values

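The network of the most connected probes and the smallest of the tied heights were chosen after seeing the data, and the other settings before the data were examined.

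The paper reports 13,450 features after the filter on the detection *p*-value, whereas 8541 were kept here with detection on at least 19 arrays. The paper's text names no number of arrays. Among the alternatives set before the data were examined, detection on at least 1 array gave 13450, the paper's value, and a detection *p*-value under 0.05 on at least 19 arrays gave 9598, which is within 1.5 times of it. Detection on all 37 arrays gave 4584, which is not.

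The paper reports 18 modules, whereas the network rebuilt here had 6. Among the alternatives set before the data were examined, detection on all 37 arrays gave 12, within 1.5 times of the paper's number. The others did not come that close. The authors' normalized values gave 10, the other background correction 7, no quantile normalization 8, detection on at least 1 array 7, power 6 gave 6, power 8 gave 7, 5000 probes 10, 2500 probes 5 and a signed network 6. The smallest tied height gave 6 and the network of the most connected probes 9. The network here was made with a fixed height and not with the paper's dynamic tree method, and the paper's text does not name the number of network probes.

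Table S1 gives a module for 29 eQTL probes, with 4 in Grey60, where the paper's text counts 28 and 5. For Black the table and the text both give 13. With the authors' normalized values, connectivity within the 5 modules had the same order as the paper's column (rank correlation 1), where the main values gave 0.75 to 0.96. For the whole network, 3600 probes chosen after seeing the values gave the paper's column to within 5.0e-07.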

Other observations

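The tests of the number of detected probes, of gene span and of cell type markers against the eigengenes, of *Ly6a* and of the eQTL component were chosen after the results were seen, whereas those of chips, chip sets and, over the 37 mice, neighbouring tissue were not.

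Within the largest groups of mice 5 of the 10 pairs of eigengenes were correlated past the threshold, none of them with Midnight blue. These groups were cut on the eigengenes themselves, which narrows their range, so the pairs that did not pass are not shown to be unrelated. With values centred within chips all 5 eigengenes moved together. Arrays that share a chip are not the source, since the median absolute *r* between eigengenes was then 0.96. Of 13 cell type marker lists, 2 (endothelial cells and interneurons) had at least 2 members past an absolute *r* of 0.5 with the Turquoise eigengene in each direction (28 mice), which argues against a changed share of these types. What stays open is a share of microglia (median *r* 0.70, with 5 of 7 probes above 0.5 and *Cx3cr1* alone below -0.5), of erythroid cells (median 0.65) or of mural cells (median 0.53), with 3 probes each, 2 of the erythroid ones in the Turquoise module. The other 8 lists had at most 2 members past that bound and decide nothing. Further markers past that bound are probes of the 5 modules too, with *C1qa*, *Cx3cr1*, *Pvalb* and *Ly6c1* among them. They were grouped by variation that the eigengenes share, so the medians and counts given here rest in part on that choice. The signal of the arrays and the length of the mRNA stay open too. The Turquoise eigengene had *r* = -0.79 with the number of detected probes in the 28 mice of its larger group. The correlation of probes with it had a Spearman correlation of -0.41 with gene span (6440 probes outside the modules, across probes). Gene span is the genomic extent of a gene and not the length of its mRNA, and no measure of RNA quality was used. RNA quality may contribute, but this value does not decide it. No biological explanation other than the shares of cell types was tested.

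*Ly6a* rose with the Turquoise eigengene when values were centred within chips (*r* = 0.64 in 36 mice), so a shift shared by the arrays of a chip is not the source. The relation was not particular to Turquoise, with *r* of 0.66 for Midnight blue, 0.67 for Lightcyan, -0.62 for Pink and -0.64 for Purple. Given the number of detected probes, the *r* of *Ly6a* with Turquoise fell from 0.37 to 0.11 in the 28 mice (permutation p = 0.58). Array signal may account for the relation there, although neither value passed its test. The 28 mice were also cut on the eigengene itself, which narrows its range. In the 9 other mice *r* given that number was 0.73 (exact permutation p = 0.017, adjusted p = 0.055). No biological explanation was tested.

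The eQTL probes for genes outside chromosome 15 shared a component over the mice. The larger median absolute *r* of thalamus and choroid plexus markers with it was 0.15 (0.20 in the 28 mice of the larger Turquoise group). By these 6 and 4 probes, this argues against thalamus or choroid plexus taken along at dissection as its source. Other neighbouring tissue was not tested. Its share of variance was 47.3% with values centred within chips, which argues against a shift between chips. Array signal stays open, since the absolute *r* of the component with the number of detected probes was 0.31 over the 37 mice (permutation p = 0.065) but 0.75 in those 28 mice (permutation p = 1e-05; absolute rho 0.78, p = 1e-05) and 0.68 in the 9 others (exact permutation p = 0.046; absolute rho 0.78, p = 0.017). A shared genetic cause stays open as well and was not tested, since genotypes were not used here. Endothelial markers had a median absolute *r* of 0.45 with this component over the 37 mice and 0.65 in the 28, mural markers 0.43 and 0.52, and erythroid markers 0.28 and 0.79. Oligodendrocyte precursor markers had 0.41 and 0.60, heat shock genes 0.38 and 0.66, and interferon genes 0.15 and 0.64. The component had an absolute *r* of 0.87 with the second component of all detected probes, which held 11.7% of their variance and had an absolute *r* of 0.74 with the number of detected probes in the 28 mice.

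The mixture rule gave groups of 28 and 9 mice for the Turquoise eigengene, 29 and 8 for Midnight blue, 26 and 11 for Lightcyan, 25 and 12 for Pink, and 24, 9 and 4 for Purple. The larger Turquoise group had 7665 to 10724 detected probes per array and *Ly6a* values from 7.34 to 10.11. The smaller group had 5281 to 8704 detected probes and *Ly6a* values from 9.82 to 11.75. These groups come from the data, are not conditions and were not tested against each other.

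Between chips 19 probes differed (limma, 1173 at an unadjusted p under 0.05). The 10 with the largest F were *Ndrg4*, *Ndn*, *Prpf6*, *Ap3d1*, *Abat*, *Ets2*, *Tanc1*, *Idh3b* and a pair of probes without a gene name. Between the chip sets 0 probes differed (limma, 808 at an unadjusted p under 0.05). As many or more did in 100 of 100 splits of the arrays, with 1 as the highest of the other splits, but with a real count of 0 this holds for any data and decides nothing.

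Besides oxidative phosphorylation and glutamate receptors, camera gave 3 lists that differed with *Ly6a*. The cytosolic ribosome was higher (34 of 63 probes higher and 7 lower, 34 and 8 when adjusted over the list alone, adjusted p = 5.4e-06). Interferon genes were higher (3 of 3, also adjusted over the list alone, adjusted p = 0.022), with slopes of 0.73 for *Ifitm3*, 0.72 for *Bst2* and 0.18 for *Irf7*. Erythroid genes were higher (3 of 3, also adjusted over the list alone, adjusted p = 0.029), namely *Hbb-b2*, *Hba-a1* and *Alas2*. With an estimated correlation these 3 had unadjusted p of 0.072, 0.057 and 0.094, and none of the 5 passed after adjustment. All 5 lists kept their direction under each normalization. With the number of detected probes as a covariate, oxidative phosphorylation (adjusted p = 2.0e-11) and ribosome (adjusted p = 3.4e-06) passed and the other 3 did not.

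The remaining lists did not pass for *Ly6a*. Adjusted p from camera was 0.12 for microglia (5 higher and 1 lower of 7 probes, the same adjusted over the list alone), 0.18 for CA1 (3 lower of 4, 4 adjusted over the list alone) and 0.18 for synaptic vesicles (1 higher and 8 lower of 13, the same adjusted over the list alone). It was 0.50 for CA3, choroid plexus and mural cells, 0.51 for thalamus and oligodendrocyte precursors, 0.59 for immediate early genes and interneurons, 0.69 for endothelial cells, 0.92 for astrocytes and heat shock, and 1.00 for oligodendrocytes. Adjusted over the list alone, these 11 lists had between 0 and 4 probes higher and between 0 and 3 lower. Dentate granule, ependymal and Y chromosome lists had fewer than 3 detected probes and were not tested. For the Turquoise eigengene, oxidative phosphorylation alone of 18 lists passed (15 higher and 5 lower of 33 probes, the same adjusted over the list alone, adjusted p = 0.039). It did not pass with an estimated correlation (adjusted p = 0.86), and without quantile normalization it turned lower (adjusted p = 1.5e-07).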
